A study of Mus musculus with 6 samples. Its data were reported in "Expansion of interferon inducible gene pool via USP18 inhibition promotes cancer cell pyroptosis" (2023).

How the data were processed

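Bulk RNA-seq was carried out on GFP+Lin−c-Kit+ splenocytes sorted from mice transplanted with Usp18+/f UBCER-Cre AE9a leukemia cells, 3 days after the first injection of oil or tamoxifen. AE9a is a truncated AML1-ETO fusion protein that drives acute myeloid leukemia in mice, GFP marks the leukemia cells, and the Cre recombinase of this line is activated by tamoxifen, so that tamoxifen is meant to delete the floxed Usp18 allele and leave Usp18+/Δ cells. Each of the 2 groups held 3 mice, with 1 library per mouse. Groups and replicate numbers were taken from the sample labels.

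Per the study's methods, the reads were processed by the authors with an RNA STAR and DESeq2 pipeline. Genome build, annotation version, strand setting and filters are not stated, and the labels name a DNA tagmentation kit for library preparation. The values the authors deposited are called counts, but they are a normalized signal: read counts per gene divided by 1 size factor per library. In each library, 100% of the values above 0 were whole multiples of a single step, which is the value of 1 read. Dividing by this step recovered whole reads, from 19172471 to 23785143 per library. In the library labelled tamoxifen 2 the step was 1.01, so near 1 that an automatic test could not separate it from unscaled counts, and the same division was used there. Size factors recomputed from the recovered reads of named genes were 0.999 to 1.00 times the deposited ones. Genes at 3 reads or fewer in a library were read as having no order there. Reads without molecular identifiers are not independent molecules, so floors cover counting error only.

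The table held 55450 rows, of which 1832 had no gene name and took 0.0400% to 0.0614% of the reads. These rows stayed out of the tests and of the library sizes. In 1402 rows the part of a name after its point stood in another column and was rejoined. A further 108 rows repeated an earlier name and were kept as separate rows, and 27 names had been turned into dates. Of the 53618 named rows, 52048 matched a symbol of the GENCODE vM21 annotation (GRCm38), which gave coordinates, GC content and gene type by symbol. The build of the authors' alignment was not stated, so coordinates are those of GENCODE vM21.

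Before the data were examined, edgeR's quasi-likelihood test on counts was chosen as the test. Since the values were normalized, the test used instead was limma (version 3.58.1, R 4.3.3) on log2(value + 1), with lmFit and eBayes with a mean-variance trend, on the 12298 named genes with a value of 10 or more in at least 3 libraries. Fold changes are on this log2(value + 1) scale, which understates the change of low genes. p-values were two-sided and adjusted by Benjamini-Hochberg with a threshold of 0.05. A second threshold was an unadjusted p under 0.005 with a log2 fold change beyond 0.5. The study used these limits with an adjusted p, which was run as an alternative. The 8 response lists and 10 cell type marker lists were written before the data were examined. Lists were tested with camera at a preset correlation of 0.01, adjusted over the lists of their kind, with fry and an estimated correlation beside it.

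Named genes followed a rule set before the data were examined: Usp18, the 19 genes the study named from this comparison, Cd34, Kit, Itga4 and Itgb1, the 6 largest rises and 6 largest falls past the threshold, and up to 3 members per list with the smallest adjusted p. Since no gene passed the threshold, the rule gave no gene of the largest changes. Other genes named below were chosen after their values were seen. The result of 1 cell type marker gene is not reported here.

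Alternatives chosen before the data were examined were DESeq2 (version 1.42.0) and limma voom on recovered reads, RLE and upper-quartile scaling, no expression filter, at least 1 CPM in 3 libraries, the replicate number as a block, each library left out in turn, stricter thresholds and other members or tests of the lists. When a library was left out, the genes tested stayed those of all 6 libraries. Chosen after the data were seen were edgeR (version 4.0.16) on recovered reads, TMM scaling, pseudocounts of 0.5 and 5, a correction for GC content (a loess curve with a span of 0.3 fitted to each library's deviation from the gene medians, without group information), library weights, and edgeR and DESeq2 with 1 library left out.

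The fits were tested on simulated data drawn for 12298 genes from the real means and library sizes, with a dispersion of 0.05 and 200 genes changed by 2 on the log2 scale in either direction. The changed genes were drawn only from genes with higher means. limma recovered 100% of the changed genes and called 10 unchanged genes.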

Results

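The data comprised 6 bulk RNA-seq libraries of GFP+Lin−c-Kit+ AE9a leukemia cells, 3 labelled oil (Usp18+/f) and 3 labelled tamoxifen (Usp18+/Δ). The recovered reads numbered 23785143, 22367916 and 23582369 in the libraries labelled oil 1, 2 and 3, and 19172471, 21488695 and 23131620 in those labelled tamoxifen 1, 2 and 3. Between 17335 and 20205 named genes had at least 1 read in a library. The comparison asks how the loss of one Usp18 allele changes the transcripts of leukemia cells, including interferon-stimulated genes (ISGs). Usp18 encodes a negative regulator of interferon signaling and is itself an ISG.

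The targeted gene was higher in the libraries labelled tamoxifen, although tamoxifen is meant to delete an allele of it. Usp18 (ENSMUSG00000030107.10, chromosome 6, 121245906 to 121270917, plus strand, GRCm38) had 217, 214 and 176 normalized counts in the libraries labelled oil and 477, 329 and 284 in those labelled tamoxifen. The means were 202.7 ± 22.8 (SD, n = 3) and 363 ± 101 (SD, n = 3). The log2 fold change was 0.81 with a standard error of 0.25, and limma gave an adjusted p of 0.666. All 3 libraries labelled tamoxifen lay above all 3 labelled oil, for which an exact two-sided permutation test can give no p below 0.1. The values count reads over the whole gene, so reads of a deleted and an intact allele were not separated. The directions below are therefore between libraries labelled tamoxifen and libraries labelled oil, and Usp18 itself did not fall with the label. Library weights moved this result most, to 0.52 with a limma adjusted p of 0.0348, while the adjusted p of its other alternatives lay between 0.0730 and 0.861.

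The library labelled tamoxifen 1 differed from the other 5. Its median correlation with the others, across genes within libraries, was 0.913, against 0.981 to 0.990 for each of the other libraries. Mitochondrial genes took 0.00923% of its reads and 1.01% to 1.56% of the reads of the others. Its deviation from the other libraries rose with GC content, with a median of -1.72 on the log2 scale for protein-coding genes below 40% GC and 0.91 above 56% GC. Across protein-coding genes, which are not independent replicates, Spearman's correlation of the deviation with GC content was 0.70 in this library and between -0.22 and 0.036 in the others. Each library came from a separate mouse and therefore counted as 1 sample. No replicate pair agreed within sampling noise.

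**Figure D1:**
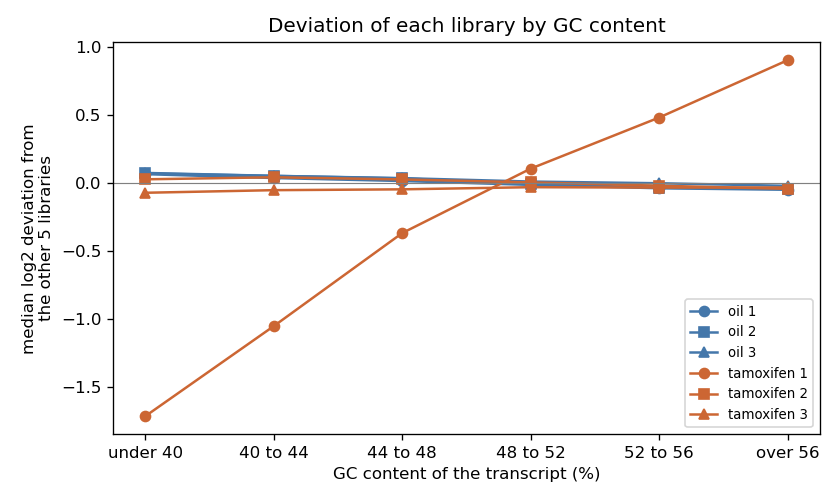
Median log2 deviation of each library from the median of the other 5 (y axis) for protein-coding genes in 6 bins of transcript GC content in percent (x axis), with one line per library. The library labelled tamoxifen 1 runs from -1.72 below 40% GC to 0.91 above 56% GC, while the other libraries stay near 0.

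No gene passed an adjusted p of 0.05 in limma over all 6 libraries, 0 higher and 0 lower in the libraries labelled tamoxifen. At an unadjusted p under 0.05 there were 550 genes, 397 higher and 153 lower, where chance gives 615 of the 12298 genes tested if p-values are uniform. The other 9 splits of the 6 libraries into 3 and 3 gave between 42 and 307 such genes. The smallest adjusted p was 0.0950, for Gzmb and Ifit1. At an unadjusted p under 0.005 and a log2 fold change beyond 0.5, 59 genes were higher and 6 lower. With the p adjusted instead, limma called 0 higher and 0 lower at these limits. In total 65 genes had an unadjusted p under 0.005, where chance gives 61.5. In 17.6% of the genes the groups did not overlap, where chance gives 10%. Of these genes, 967 were higher and 1192 lower in all 3 libraries labelled tamoxifen. Leaving out 1 library moved the counts from limma. Without the tamoxifen 1 library, limma called 41 genes at an adjusted p of 0.05, 38 higher and 3 lower, while without any other library it called 0. At the second threshold 166 genes were higher and 45 lower without tamoxifen 1, 99 and 19 without tamoxifen 2, and 31 and 2 without tamoxifen 3. Without oil 1, 2 or 3 there were 38, 27 or 20 higher and 1, 1 or 2 lower. The genes at an unadjusted p under 0.05 numbered 1488, 1073 and 408 without tamoxifen 1, 2 and 3, and 324, 225 and 252 without oil 1, 2 and 3. DESeq2 on the recovered reads of all 6 libraries called 71 of 24246 genes tested, 69 higher and 2 lower. edgeR called 0 of 12340 genes tested, with 594 genes at an unadjusted p under 0.05.

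Each of the 19 genes the study named from this comparison was higher in all 3 libraries labelled tamoxifen than in all 3 labelled oil. The study chose these genes on these samples, so their direction is not independent evidence. Of the 19, 16 were expressed enough to be tested. In limma, 0 of them passed an adjusted p of 0.05 over all genes, and 16 passed when adjusted over the list alone. Without the tamoxifen 1 library, 13 passed over all genes. Ifit1 (chromosome 19, 34640871 to 34650009) rose from 32.3 ± 7.24 to 254 ± 38.7 normalized counts (SD, n = 3), a log2 fold change of 2.95 with a standard error of 0.26. Gzmb (chromosome 14, 56258838 to 56262260) rose from 6.21 ± 0.725 to 76.5 ± 5.90 (SD, n = 3), a log2 fold change of 3.43 with a standard error of 0.28. Irf7 (chromosome 7, 141262706 to 141266481) had a log2 fold change of 1.84, Isg15 (chromosome 4, 156199424 to 156200818) of 1.70 and Mx1 (chromosome 16, 97447035 to 97462907) of 2.95. The p53 target Cdkn1a (chromosome 17, 29090976 to 29100727) rose from 568 ± 70.1 to 2149 ± 565 (SD, n = 3), with a log2 fold change of 1.90 and a standard error of 0.22. Zmat3 (chromosome 3, 32334792 to 32366014) had a log2 fold change of 1.17. The log2 fold changes of the remaining tested genes were 2.19 for Cd80, 2.03 for Rtp4, 1.998 for Oasl2, 1.90 for Tnfsf4, 1.87 for Slfn5, 1.81 for Eda2r, 1.41 for Dhx58, 0.90 for Xaf1 and 0.79 for Gadd45a.

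The other 3 genes lay below the expression filter. Plk2 (chromosome 13, 110395046 to 110400844) had 0 reads in each library labelled oil and 5.11, 6.06 and 13.6 normalized counts in those labelled tamoxifen, at least 2.86-fold higher. Il10 was at least 3.40-fold higher and S100a8 at least 4.65-fold higher, both against the floor of 3 reads.

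**Figure D2:**
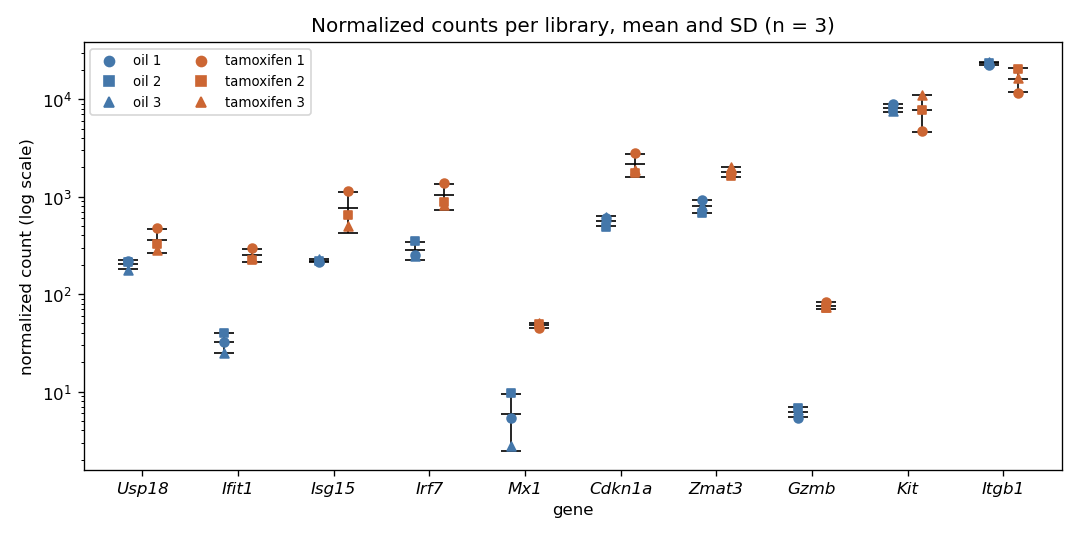
Normalized counts per library (y axis, log scale) of 10 named genes (x axis), with oil libraries in blue and tamoxifen libraries in orange, a different marker per replicate, and bars for the mean and SD (n = 3). Usp18 lies higher in the libraries labelled tamoxifen, and Gzmb rises from a mean of 6.21 to 76.5.

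Of the stem and adhesion genes followed in the study's single cells, Cd34 varied within both groups, with 843, 288 and 349 normalized counts in the libraries labelled oil and 201, 658 and 1052 in those labelled tamoxifen. Its log2 fold change was 0.24. It was 0.92, 0.066 and -0.27 without tamoxifen 1, 2 and 3, and 0.71, -0.067 and 0.073 without oil 1, 2 and 3. Kit and Itga4 varied less among the libraries labelled oil than among those labelled tamoxifen. Kit had 8182 ± 749 and 7804 ± 3145 (SD, n = 3), a log2 fold change of -0.15, which was 0.18 without tamoxifen 1, -0.44 without tamoxifen 3 and -0.079 without oil 1. Itga4 had 7041 ± 44.7 in the libraries labelled oil and 5804 ± 3025 in those labelled tamoxifen (SD, n = 3), where tamoxifen 1 had 2359 and the others 7026 and 8026. Its log2 fold change was -0.46 over all 6 libraries, 0.093 without tamoxifen 1, -0.69 without tamoxifen 2 and -0.79 without tamoxifen 3. Itgb1 was lower in all 3 libraries labelled tamoxifen, with a log2 fold change of -0.56, a standard error of 0.22 and a limma adjusted p of 0.666. Without tamoxifen 1 its log2 fold change was -0.34. None of these 4 genes passed an adjusted p of 0.05 in limma over all 6 libraries or with any 1 library left out. The study's result concerned how many cells of a particular single-cell cluster expressed these genes. Means over all sorted cells, which were themselves selected for c-Kit, cannot test that.

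Of the 8 response lists, 5 passed an adjusted p of 0.05 in camera. The type I interferon list (51 of 59 genes tested) had a median log2 fold change of 0.41 and an adjusted p of 3.51e-18, with 42 members higher and 9 lower. The p53 and DNA damage list (32 of 38 tested) had a median of 0.65 and an adjusted p of 4.47e-12, with 26 members higher and 6 lower. Both lists also passed with fry (adjusted p 0.00374 and 0.00165) and with an estimated correlation (adjusted p 0.0269 for each). The type II interferon biased list (median 0.92, camera adjusted p 1.34e-05), the NF-κB and TNF list (median 0.42, camera adjusted p 1.34e-05) and the proliferation list (median -0.18, camera adjusted p 0.000128) passed neither with fry nor with an estimated correlation. The pyroptosis and inflammasome list (median 0.12, camera adjusted p 0.0568), the stem and adhesion list (median -0.30, camera adjusted p 0.0865) and the sterol synthesis list (median -0.16, camera adjusted p 0.258) did not pass in camera. The pyroptosis list did pass with fry (adjusted p 0.0299) but not with an estimated correlation (adjusted p 0.179). The stem and adhesion and sterol synthesis lists passed with neither. Adjusted over the list alone, 17 members of the type I interferon list, 9 of the p53 list, 4 of the type II list and 0 of each of the other 5 lists passed in limma, and over all genes 0 members of any list passed. The study named 9 of the tested type I interferon members and 5 of the tested p53 members. Without the study's genes the medians were 0.34 and 0.59, and both lists passed in camera.

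Leaving out the tamoxifen 1 library moved some medians. Without it the stem and adhesion median was 0.0061 and the list did not pass in camera. The sterol synthesis median was then -0.042, and that list did not pass in camera either. The pyroptosis median was 0.069 without tamoxifen 1, and that list then passed in camera, with an adjusted p of 0.0339. The NF-κB and TNF median fell to 0.077, though this list still passed in camera, with an adjusted p of 0.000411. The type I interferon and p53 medians were 0.43 and 0.44 and both lists passed in camera. The proliferation list rested on the library labelled tamoxifen 3, without which its median was -0.060 with a camera adjusted p of 0.143.

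**Figure D3:**
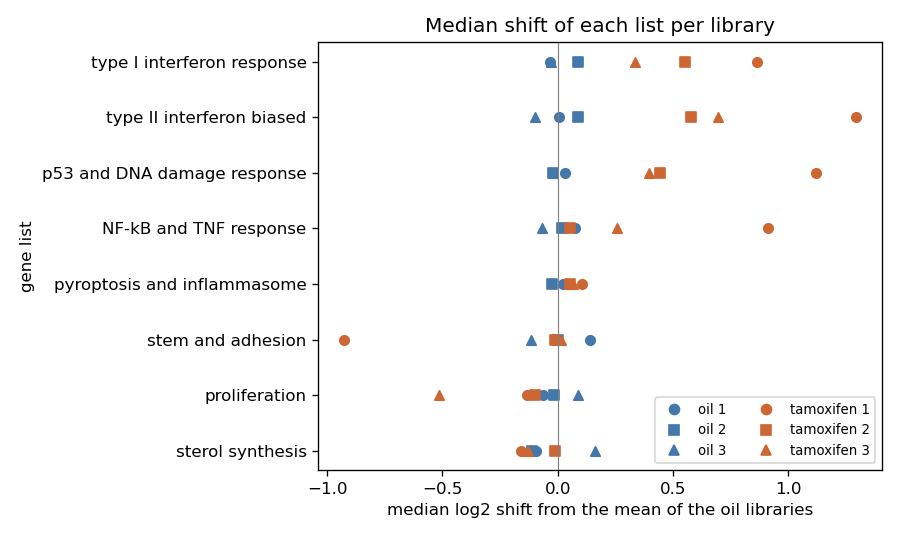
Median log2 shift of the tested members of each response list from the mean of the oil libraries (x axis), one row per list, with oil libraries in blue and tamoxifen libraries in orange and a different marker per replicate. The type I interferon list lies at 0.86, 0.55 and 0.34 in the libraries labelled tamoxifen 1, 2 and 3, and the stem and adhesion list is low in tamoxifen 1 alone, at -0.93.

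Of the 10 cell type marker lists, 9 had at least 2 tested genes and 2 passed in camera, macrophage (median 1.10, adjusted p 1.10e-05, 10 genes tested) and NK cell (median 1.38, adjusted p 0.0360, 2 genes tested). With fry 0 lists passed. The medians were 0.67 for T cell, 1.54 for B cell, 0.046 for dendritic cell, 0.21 for erythroid, 0.20 for mast cell and basophil, 0.41 for megakaryocyte and platelet, and -0.054 for endothelial markers. Without the tamoxifen 1 library 4 lists passed in camera. These were macrophage (median 1.21), NK cell (1.25), B cell (1.27, adjusted p 0.0188) and mast cell and basophil markers, whose median was 0.51 with an adjusted p of 9.34e-06. The medians of the lists that did not pass were then 0.40 for T cell, 0.19 for dendritic cell, 0.00053 for erythroid, -0.11 for megakaryocyte and platelet, and -0.40 for endothelial markers. Without oil 1 there were 4 lists past the threshold, and 1 without oil 2, without tamoxifen 2 or without tamoxifen 3. Of the neutrophil markers 1 was expressed enough to be tested. The chromosome Y share of the reads was at most 0.00556% in each library.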

Values the study reported

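The study reported 8 genes that rose in both human and mouse malignant cells after USP18 depletion, among them Plk2. In human THP-1 leukemia cells, the study counted genes raised by interferon in cells that lacked both USP18 alleles. It counted 605 atypical ISGs, which interferon did not raise in wild-type cells, and 448 typical ISGs, raised in both. That setting differs from the mouse comparison here, with loss of a single allele and no interferon treatment described.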

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

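Usp18, the type I interferon, p53 and type II interferon lists kept their direction under all alternatives run. The type I interferon and p53 lists also kept their side of the threshold. Across scalings the median log2 fold change of all tested genes lay within 0.1 of 0.

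Tool. DESeq2 on recovered reads called 71 genes (69 higher, 2 lower), with 205 higher and 15 lower at an unadjusted p under 0.005 and a log2 fold change beyond 0.5, and 14 of the genes the study named. DESeq2 tested 24246 genes, or 23788 without tamoxifen replicate 1, with all 19 genes the study named. limma tested 12298 genes with 16 of the 19, so the counts are not like for like. With no expression filter limma tested 24247 genes, of which 145 were higher and 11 lower at the second threshold. In DESeq2 the median of all genes was 0.11. At an adjusted p under 0.005 and the same fold change limit it called 37 higher and 1 lower, where limma called 0 and 0. edgeR called 0 genes and 5 marker lists. In simulated data a library like tamoxifen 1 cost DESeq2 fewer calls than limma.

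Library. Over the 6 fits that each left out one replicate, the genes past the threshold ranged from 0 to 41 (0 to 38 higher, 0 to 3 lower), those at the second threshold from 20 to 166 higher and 1 to 45 lower, the genes the study named from 0 to 13 and the marker lists from 1 to 4. Only the fit without tamoxifen replicate 1 called genes. The list medians ranged from 0.069 to 0.15 for pyroptosis (past the threshold without oil replicate 1 and without tamoxifen replicate 1), from -0.46 to 0.0061 for stem and adhesion (past the threshold without oil replicate 3 and without tamoxifen replicate 3, reversed without tamoxifen replicate 1) and from -0.31 to -0.060 for proliferation (not past the threshold without tamoxifen replicate 3). Without tamoxifen replicate 1, edgeR called 46 genes (43 higher, 3 lower; 195 and 32 at the second threshold; 13 named by the study) and DESeq2 231 (175 higher, 56 lower; 213 and 39; 14). Of the 41 genes, 29 were among the 71 of DESeq2. Library weights gave 782 genes (470 higher, 312 lower), 442 and 207 at the second threshold, 15 named genes, Usp18 at 0.52 past the threshold, pyroptosis at 0.072 past the threshold and stem and adhesion reversed at 0.0091. The cause of the larger count than without that library was not tested.

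GC content. The correction gave 2 genes, 2 higher, 106 and 10 at the second threshold, 2 named genes, 4 marker lists, and pyroptosis at 0.30 and sterol synthesis at -0.12 past the threshold. With the replicate block added it gave 0 genes past the threshold, 0 named genes, 90 higher and 8 lower at the second threshold, 4 marker lists and the same 2 list medians, 0.30 and -0.12, past the threshold. The cause was not tested.

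Filter and threshold. With no expression filter 145 genes were higher and 11 lower at the second threshold, and pyroptosis passed at 0.20. At 1 CPM in 3 libraries 5 marker lists passed. With an adjusted p under 0.005, 0 genes were higher and 0 lower.

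Set test. With fry the medians of 0.42 (NF-κB), -0.18 (proliferation) and 0.92 (type II interferon) were no longer past the threshold, pyroptosis at 0.12 was, and 0 marker lists passed. With an estimated correlation 0.42, -0.18 and 0.92 were not past it. Removing genes shared between lists was run for the type I interferon list only, which shares no gene with another response list, so this alternative tested nothing.

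The replicate numbers did not pair the libraries: the correlations of same-numbered deviations were -0.024, 0.061 and -0.15. With the replicate block, 0 genes passed, 426 had an unadjusted p under 0.05, Usp18 was at 0.81 and the block changed no call of the 8 lists.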

Other observations

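The tests of depth and GC content for the deviating library as a whole, of GC content for the lists, the simulation, the macrophage test and the splits were chosen before their results were seen; the other tests in this part were chosen afterwards. The criterion for T and NK cells was also restated after a first result, because its first form included markers that leukemia cells express. The test of strand counting was replaced after earlier forms, which compared the deviations of overlapping and other genes, had given their results.

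The library labelled tamoxifen 1 lay apart from the other 5. With all libraries thinned to 19164795 reads, the lowest median correlation among the other 5 was 0.980, against 0.913 for this library, so depth was argued against. After the trend with GC content was removed, its correlation was 0.945 and still below the lowest of the others, 0.981, so GC content was not the whole of it. Over the 7355 protein-coding genes that overlap no gene on the opposite strand, its correlation after GC correction was 0.947, against at least 0.980 for each other library, which argues against strand counting as the whole cause. The 3442 protein-coding genes with such an overlap deviated by 0.011 more than these, just outside the range of the other libraries (-0.0081 to 0.0067), so a small part from strand counting stays open. Its interferon list lay 0.85 above the mean of the oil libraries after GC correction, against at most 0.090 in an oil library, which argues against a library of the oil group. Of 10301 nuclear genes with at least 30 normalized counts in each of the other 5 libraries, 40 had 3 reads or fewer here, among them Ifitm2 and Gt(ROSA)26Sor. A candidate explanation is selection of coding exons during library preparation: non-coding genes deviated by -0.67 relative to protein-coding genes after GC correction, against -0.089 to 0.21 in the other libraries. That was found and tested on the same values, so it stays open, as does any other difference in library preparation. No biological explanation was tested, since it is 1 library.

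The same library was short of mitochondrial reads. Its 10 mitochondrial protein-coding genes deviated by a median of -6.49 on the log2 scale, against -1.74 for 592 nuclear protein-coding genes in the same GC range, so GC content alone was argued against. The 4 nuclear copies of mitochondrial genes examined deviated by a median of -5.84, and held 5 reads against 474 to 623 in the other libraries, so the missing reads had not moved to them. The cause stays open.

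The spread added by this library may explain why no gene passed the threshold. In simulated data with 200 changed genes, limma recovered 100% of the changes without such a library, 33% with one, and 100% once it was left out. In the same data DESeq2 recovered 99.5% without and 86% with it. All 10 of the 10 splits of the 6 libraries gave 0 genes at an adjusted p under 0.05, in either direction, so this count does not set the real split apart. For the genes higher at the second threshold 1 of the 10 splits gave as many, the real one, and for the genes lower 3 of the 10 did. At an unadjusted p under 0.05, 1 of the 10 gave as many as the 550 genes of the real split, which was the real one, and the others gave 42 to 307. With 3 against 3, that share cannot fall below 0.1.

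The type I interferon and p53 lists rose in the libraries labelled tamoxifen. After GC correction their medians were 0.52 and 0.54 (camera adjusted p 6.81e-24 and 1.71e-14), and without the tamoxifen 1 library 0.43 and 0.44, so neither GC content nor that library alone accounts for them. The macrophage markers gained 281 normalized counts in sum, against 15772 for the interferon list. Macrophages among the sorted cells could be the source of that gain only if their interferon list reads exceeded their marker reads by as much. That ratio was not measured, so this explanation stays open. The macrophage list itself had a median log2 fold change of 1.10, with all 10 tested genes higher. Tamoxifen itself or Cre activity cannot be told apart from the loss of an Usp18 allele at medians of 0.41 and 0.65, because no treated cells without the floxed allele were analysed here. Of the 10 splits, 1 gave a camera result as strong for the type I interferon, p53, type II interferon and pyroptosis lists, 2 for the NF-κB and TNF list, 3 for the proliferation list, 6 for the sterol list and 7 for the stem and adhesion list. For the number of marker lists, 4 of the 10 splits gave as many. Camera also gave small p-values to splits that mix the groups. For the type I interferon list, -log10 of its unadjusted p was 18.4 in the real split and 6.81 with oil 2, tamoxifen 1 and tamoxifen 2 together. A small camera p alone therefore does not measure the spread between mice.

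Usp18 was higher in the libraries labelled tamoxifen. Induction together with other ISGs is a possible explanation: 68.6% of the tested type I interferon members, a list without Usp18, had a smaller log2 fold change. Usp18 thus lay in the upper part of the list, with a log2 fold change of 0.81 against a list median of 0.41. Exchanged labels cannot be told apart from this with that log2 fold change alone, since no value here marks the deleted allele. The type I interferon list, however, lay 0.86, 0.55 and 0.34 above the oil mean in tamoxifen 1, 2 and 3. The highest oil library lay at 0.0899. The study reported higher Isg15 in all of its single-cell clusters after Usp18 suppression. An exchange of all labels would reverse that direction, so the list values argue against it.

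Gzmb and some mast cell or basophil protease genes were higher in all 3 libraries labelled tamoxifen. Apart from Gzmb, the genes of this paragraph were chosen after their values were seen. Tpsb2 had 7.19, 16.4 and 13.0 normalized counts in the libraries labelled oil and 46.01, 153 and 148 in those labelled tamoxifen, Tpsg1 rose from a mean of 88.7 to 306, and Mcpt8 from 31.6 to 78.4. Other mast cell proteases did not separate the groups over all 6 libraries. Mcpt4 had a log2 fold change of -0.39, which rested on tamoxifen 1 with 80.5 normalized counts. Tamoxifen 2 and 3 had 622 and 453, and the libraries labelled oil 263, 480 and 405. Cma1, Tpsab1 and Cpa3 lay above all 3 libraries labelled oil in tamoxifen 2 and 3 but not in tamoxifen 1, where Cma1 had 10154 normalized counts. Cpa3 had 3823, 3992 and 4174 in the libraries labelled oil and 4074, 7774 and 9431 in those labelled tamoxifen. Without tamoxifen 1 its log2 fold change was 1.10, and Cpa3, Tpsb2 and Tpsg1 were among the 41 genes that limma then called. Of 35 T and NK cell markers other than Gzmb and Nkg7, 29 had at most 3 reads in each oil library, and the highest of these reached a mean of 4.35 normalized counts in the libraries labelled tamoxifen, against 76.5 for Gzmb. Prf1 and Cd3e had 0 reads in all 6 libraries. That argues against T or NK cells as the source. The other 6 markers are expressed in the oil libraries, and among them Lat was higher in all 3 libraries labelled tamoxifen. Nkg7, also expressed in the oil libraries, was higher in all 3 too, with 159, 58.9 and 89.1 normalized counts in the libraries labelled oil and 644, 193 and 661 in those labelled tamoxifen, a log2 fold change of 2.19. Mast cells or basophils among the sorted cells could not be excluded: the list had a median log2 fold change of 0.20, which was 0.51 without tamoxifen 1. Of its 11 genes, 7 were higher and 4 lower. In all 3 libraries labelled tamoxifen, 2 of the 11 lay above all oil libraries and 2 lay below. Ms4a2 was lower in all 3, with a log2 fold change of -1.09, and Fcer1a had -0.32. Both values depended on tamoxifen 1. There Ms4a2 had 2965 normalized counts, against 16499 and 14036 in tamoxifen 2 and 3 and 17754 to 19301 in oil. Fcer1a had 936 in tamoxifen 1, against 4388 and 6231 in tamoxifen 2 and 3 and 2986 to 4713 in oil. The median shift of the list from the oil mean was 0.029, 0.50 and 0.76 in tamoxifen 1, 2 and 3. The leukemia libraries express all 11 of its genes, which hides a small share. A change of state of the leukemia cells stays open and untested.

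Igha had 5.39, 12.5 and 7.43 normalized counts in the libraries labelled oil and 313, 187 and 10.003 in those labelled tamoxifen, so the rise was seen in 2 of 3. Hspa1a had 146, 342 and 691 in the libraries labelled oil and 106, 54.6 and 1.82 in those labelled tamoxifen, a spread within each group that exceeds many differences between groups. Both genes were chosen after their values were seen.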
